A study of Mus musculus with 8 samples.

How the data were processed

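The measured material was nuclear RNA from fluorescent nuclei sorted out of the cerebral cortex of juvenile mice, with 1 cortex behind each library, per the labels. Per the labels, a Cre driver limited 2 loxP-controlled alleles to GABAergic neurons, the inhibitory neurons of the cortex. The first is a fluorescent protein that marks nuclei. The second is a mutant Thra allele, which encodes a thyroid hormone receptor α1 with dominant-negative action. Control mice carried only normal Thra. Per the labels' protocols, cDNA was made with SMART-Seq v4, libraries were made with Nextera XT, and paired-end reads were taken on an Illumina NextSeq sequencer. SMART-Seq v4 amplifies cDNA by PCR without molecular identifiers, so counting error understates the error between molecules.

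The deposited values are counts of reads per gene, whole numbers with a different total in each library, with no normalization by the authors that the labels record. The aligner, the counting program, its settings and the genome build were not stated in the labels, and the tables carry no header. All 55450 versioned gene identifiers of the 7 tables keyed by identifier were found in the GENCODE M21 annotation of the mouse genome build GRCm38, which lists 55450 genes, so coordinates and gene symbols were taken from that annotation. Every line of those tables named a gene. The table of the mutant labelled 10 was keyed by gene symbol and held 55341 lines. Its symbols were matched through the same annotation, and 14 names that a spreadsheet had turned into dates were not matched.

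Before averaging, the 8 tables were compared with each other. For the 55220 genes with a symbol of their own, the tables of mutants 7 and 10 held identical counts in all 21975 genes with a count, and 0 genes differed. Chi-square per degree of freedom was 0 for this pair and 5.61 to 7.73 for the other pairs of mutants. For 107 symbols shared by 2 or more gene identifiers, the table keyed by symbol was higher at 26 and lower at 0 than the sum over identifiers, and that table held 6838 more reads in total. Both tables were therefore counted as 1 library, called mutant 7 here, and the comparison was made with 4 controls and 3 mutants. Which animal gave the counts, 7 or 10, is not known. The design fixed before the data were examined had 4 mutants.

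Total counts were 11797788, 13455047, 13023232 and 13804734 in controls 1 to 4, and 12941251, 10747169 and 12334303 in mutants 6, 7 and 8. At the lowest total, 1 CPM (counts scaled to the library total) corresponds to about 10.7 reads.

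Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group (least count 10, least total count 15), which left 16448 tested genes, and library sizes were scaled by TMM. A quasi-likelihood model with robust dispersion (glmQLFit and glmQLFTest, group as the only term) gave log2 fold changes of mutant over control and Benjamini-Hochberg adjusted p-values, two-sided, over all tested genes. A gene was called at an adjusted p under 0.05. The SE of a log2 fold change was its size divided by the square root of the F statistic. CPM values were scaled by the TMM factors, and means are given with the SD over libraries.

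The genes named in the text followed a rule set before the data were examined. It takes Thra, Pvalb, every called gene of 7 gene lists, and the 5 largest rises and 5 largest falls among called genes with a mean of at least 5 CPM and no overlap between the groups. The 7 lists, written from general knowledge before the data were examined, hold thyroid hormone-responsive genes, parvalbumin, somatostatin, VIP and LAMP5 neuron markers, perineuronal net genes and general GABAergic markers. They hold 66 genes, of which 61 were tested. Each list was tested two-sided with limma 3.58.1 camera on log2 CPM (prior count 2, inter-gene correlation 0.01), with adjustment over the 7 lists. A further 8 lists served to look for other cells and states: glutamatergic neurons, oligodendrocytes, astrocytes, microglia, endothelial cells, striatal projection neurons, immediate early genes and sex-linked genes. They were tested the same way, with adjustment over the 8 lists. Group separation was the mean Euclidean distance between groups minus the mean distance within groups, over log2 CPM of the tested genes. It was tested one-sided by exact permutation over the 35 splits of 7 libraries into 4 and 3, in which the smallest possible p is 0.0286.

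The fits were tested on counts simulated for this comparison from the real means, dispersions and library sizes. With 200 genes changed by log2 values of 1 or 2 in either direction, among 16085 genes in the step, the edgeR fit recovered 160 (80%), with 12 false calls (7% of its calls) and 0 wrong signs. It recovered 90 of the 100 genes changed by 2. With no changed gene it made 0 calls, and 777 genes had an unadjusted p under 0.05. The simulations were drawn more than once with other random seeds, and the first draw gave 154 recovered with 3 false calls (1.9%). Over 50 further simulations drawn from 16448 genes, which include all earlier repeats, the fit recovered 149 to 174 of 200, and the false share of its calls averaged 6.4% (range 3% to 10.8%), above the 5% that the threshold names in 36 of the 50. In the simulation with 12 false calls DESeq2 made 24 false calls beside 162 true ones. Among 1000 random lists over simulated data with no change, 3.3% had an unadjusted camera p under 0.05, against 5.8% with fry and 0.6% with an estimated correlation. Each gene was drawn independently, so the simulations hold no correlation between genes and no hidden factor shared by genes.

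The alternatives planned before the data were examined were DESeq2 1.42.0, RLE and upper-quartile scaling, no low-count filter, a mean of at least 50 counts, limma-voom with sample quality weights, non-robust dispersion, a glutamatergic marker covariate, 1 surrogate variable (sva 3.50.0), an adjusted p under 0.1, an absolute log2 fold change over 1, a Spearman distance, the 1000 most variable genes, camera with an estimated correlation, fry, the removal of control 4 together with mutant 6, and the removal of each library in turn. Control 4 and mutant 6 were paired in this way because library numbers attached to their tables differ from the labels across the groups. Added after the data were seen were all 8 tables taken as 8 libraries, a covariate from 4 Y-linked genes, an offset per library from a smooth (mgcv 1.9.3) of GC content and exonic length, and an offset from genomic length.

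Genes whose span, introns included, lies wholly inside other genes had no counts. This held for 1351 of 1351 such protein-coding genes and for 2900 of 11728 protein-coding genes without any overlap. Of the genes in the lists, Cox6a2, Crispld2, Dlx1, Dlx6, Gfap, P2ry12 and Xist were listed at 0 in all libraries in this way and could not be tested. Among the tested genes 8007 shared no part of their span with another gene and 798 shared over 50% of it, so counts of the latter are uncertain. The mutant and the normal Thra allele are not separated in counts per gene.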

Results

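Nuclear RNA of sorted GABAergic neurons was compared between mice with and without a mutant thyroid hormone receptor. The mutant allele of Thra, written Thra+/AMI in the heterozygous state, encodes a dominant-negative receptor for thyroid hormone and was switched on by Cre in GABAergic neurons only. The title of the series concerns thyroid hormone in the maturation of parvalbumin neurons, the inhibitory neurons that express Pvalb. The series holds 4 control and 4 mutant samples, each from 1 cortex. The tables of mutants 7 and 10 were identical in every gene with a symbol of its own, so they differed by less than the sampling noise and were counted as 1 sample. All comparisons below are thus between 4 controls and 3 mutants. Total counts per library ran from 10747169 to 13804734, and overlapped between the groups: 11797788 to 13804734 in controls and 10747169 to 12941251 in mutants. Between 21881 and 22684 genes had at least 1 count. The 10 most abundant genes took 6.79% to 7.22% of counts in controls and 6.61% to 6.93% in mutants.

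The mutated gene itself was examined first. Thra (ENSMUSG00000058756.13, GRCm38 chromosome 11, 98740638 to 98769006, plus strand) was at 114 ± 9.35 CPM in controls (SD, n = 4) and 87.5 ± 9.39 CPM in mutants (SD, n = 3). The log2 fold change was -0.39 (SE 0.11). The groups did not overlap, from 105.5 to 125.5 CPM in controls and from 77.6 to 96.3 CPM in mutants, but the gene did not pass the threshold over all tested genes (edgeR, adjusted p 0.0543). The call depended on the processing: the log2 fold change was -0.43 with limma-voom and sample quality weights, where the adjusted p was 0.00359, and adjusted p-values ranged from 0.00359 to 0.0941 over the alternatives other than the removal of a single library. Without control 4 the adjusted p was 0.0149 (log2 fold change -0.43), and without control 1 it was 0.0275 (log2 fold change -0.41). Without any 1 of the other 5 libraries it was 0.0919 to 0.239, at log2 fold changes from -0.46 to -0.31. Counts per gene add up both alleles, and 3.79% of the span of Thra is shared with Nr1d1 on the opposite strand.

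The first question was how far the 2 genotypes differ across all genes. On the first principal component, which held 40.1% of the variance of log2 CPM, the 4 controls lay between -32.2 and -22.0 and the 3 mutants between 32.5 and 39.1. The mean distance between libraries of different groups exceeded the mean distance within groups by 17.95, which was the largest value among the 35 splits of the libraries (exact permutation test, one-sided, p = 0.0286, the smallest this design can give). Distances among the 3 mutants were 54.2 to 56.3, whereas those among the 4 controls were 51.2 to 88.7. The second component held 23.8% of the variance and set apart control 1 (41.5) from control 4 (-46.6), with the other 5 libraries between -3.59 and 8.21.

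**Figure D1:**
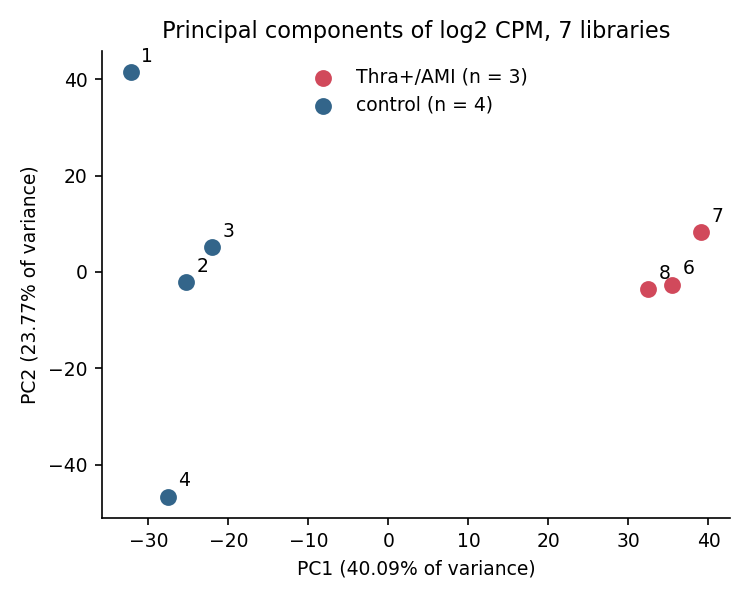
First and second principal components of log2 CPM over the tested genes, 1 point per library, numbered as in the labels, with controls in blue and mutants in red. The 3 mutants lie at 32.5 to 39.1 on the first component and the 4 controls at -32.2 to -22.0, and controls 1 and 4 are the farthest apart on the second.

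Of 16448 tested genes, 1549 (9.42%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 787 lower and 762 higher in mutants, and 3709 had an unadjusted p under 0.05. Among the called genes 1385 were protein-coding and 65 were lincRNAs. The median absolute log2 fold change of the called genes was 0.89. An absolute log2 fold change over 1 was found in 641 called genes, 322 lower and 319 higher, and one over 2 in 67 lower and 52 higher genes. The groups did not overlap in CPM for 1540 of the called genes, and for 3615 of all tested genes (22.0%, where chance gives 5.71%). Over the alternatives the count ran from 641 with an absolute log2 fold change over 1 to 3427 with 1 surrogate variable, which included all 1549. The count also rested on single libraries: it was 766 without mutant 6, 734 without mutant 7, 816 without mutant 8, 1016 without control 3 and 2347 without control 4, and in none of the 7 fits that left out 1 library did a called gene change sign.

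**Figure D2:**
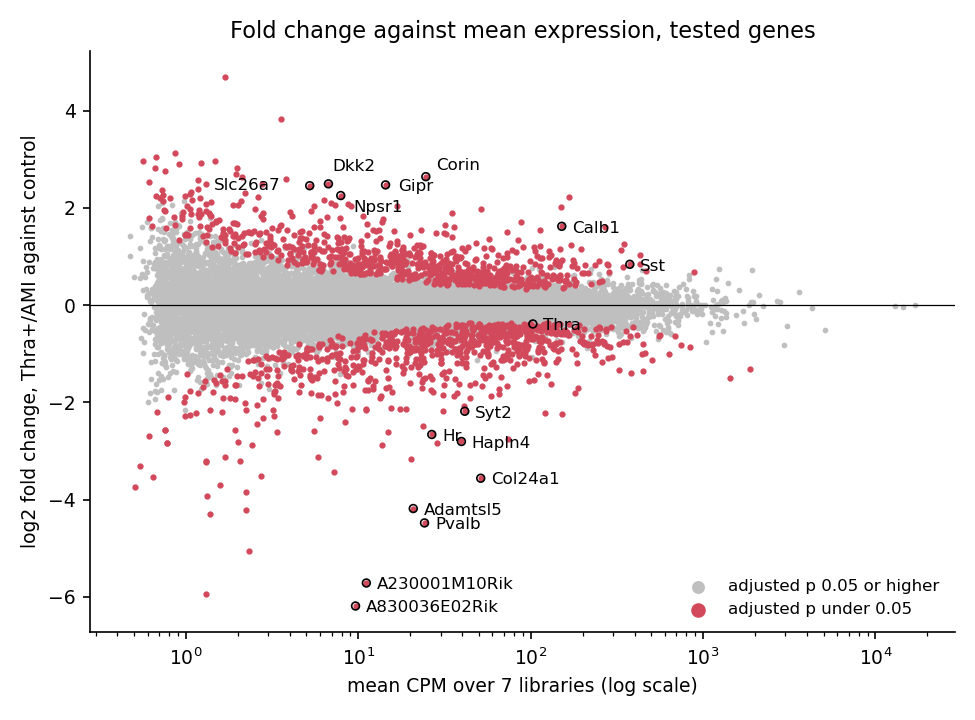
Log2 fold change of mutant over control against mean CPM (log scale) for all tested genes. Red marks called genes, grey marks other genes, and circles mark some of the genes named in the text. Called genes lie on both sides of 0, 787 lower and 762 higher, and the falls reach farther than the rises among genes of at least 5 CPM.

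The 5 largest falls under the naming rule were in A830036E02Rik, A230001M10Rik, Pvalb, Adamtsl5 and Col24a1. The antisense gene A830036E02Rik (chromosome 11, 99416956 to 99425497) fell from 16.7 ± 0.592 to 0.218 ± 0.159 CPM, a log2 fold change of -6.19 (SE 0.32, adjusted p 7.63e-07). It lies 648 kb from Thra, and 62.1% of its span is shared with Krt12 on the opposite strand, so its counts are uncertain. The lincRNA A230001M10Rik (chromosome 3, 102262405 to 102445132) went from 19.2 ± 7.49 to 0.352 ± 0.32 CPM, with a log2 fold change of -5.71 (SE 0.51, adjusted p 3.83e-05). Adamtsl5 (chromosome 10, 80339110 to 80348412) went from 35 ± 3.78 to 1.91 ± 0.381 CPM, with a log2 fold change of -4.18 (SE 0.19), and Col24a1 (chromosome 3, 145292472 to 145552011) from 84.4 ± 14.2 to 7.15 ± 0.336 CPM, with a log2 fold change of -3.56 (SE 0.16). Both had an adjusted p of 3.6e-07.

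The 5 largest rises were in Corin, Dkk2, Gipr, Slc26a7 and Npsr1. Corin (chromosome 5, 72300025 to 72504473) rose from 7.58 ± 1.79 to 47.4 ± 6.14 CPM, a log2 fold change of 2.64 (SE 0.18, adjusted p 5.58e-06), with 26.1% of its span shared with other genes. Dkk2 (chromosome 3, 132085292 to 132180304) rose from 2.25 ± 1.45 to 12.6 ± 3.65 CPM (log2 fold change 2.49, SE 0.41, adjusted p 0.0025). Gipr (chromosome 7, 19156061 to 19166127) rose from 4.86 ± 1.32 to 27.1 ± 4.00 CPM (log2 fold change 2.47, SE 0.22, adjusted p 3.64e-05). Slc26a7 (chromosome 4, 14502430 to 14621805) rose from 1.77 ± 0.844 to 9.82 ± 2.01 CPM (log2 fold change 2.46, SE 0.32, adjusted p 0.000566), and Npsr1 (chromosome 9, 24097996 to 24316398) from 3.02 ± 1.03 to 14.4 ± 2.08 CPM (log2 fold change 2.25, SE 0.26, adjusted p 0.000252). All 10 genes were called in every alternative and in each fit without 1 library.

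The question of parvalbumin neurons was addressed through Pvalb and 11 further marker genes. Pvalb (ENSMUSG00000005716.16, chromosome 15, 78191114 to 78206400, minus strand) was at 41.0 ± 5.91 CPM in controls (SD, n = 4) and 1.81 ± 0.682 CPM in mutants (SD, n = 3), a log2 fold change of -4.48 (SE 0.23, edgeR adjusted p 7.63e-07). The counts behind these values were 473 to 593 reads in controls and 14 to 33 reads in mutants. Across the alternatives the log2 fold change of Pvalb ran from -4.75 to -4.40. The parvalbumin marker list had a median log2 fold change of -0.28 over 11 tested genes, 7 of them lower (camera, adjusted p 0.00985), and its members were spread widely. This median moved with single libraries, to -0.10 without control 1 and -0.44 without control 4, and it was -0.14 with 1 surrogate variable, while the list passed in each of these fits. Besides Pvalb, Syt2 (-2.18), Akr1c18 (-1.82), Kcnc1 (-1.40) and Kcnab3 (-1.08) were called lower, while Lgi2 was called higher (0.49). Kcnc2, Kcns3, Tac1, Pthlh and Erbb4 were not called, with log2 fold changes from -0.28 to 0.32. Of the span of Kcnab3, 33.9% is shared with an antisense gene. Lgi2 was no longer called without control 3 (0.52), mutant 6 (0.45) or mutant 7 (0.44), without control 4 and mutant 6 (0.42) or with the glutamatergic covariate (0.44), with adjusted p-values up to 0.127.

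**Figure D3:**
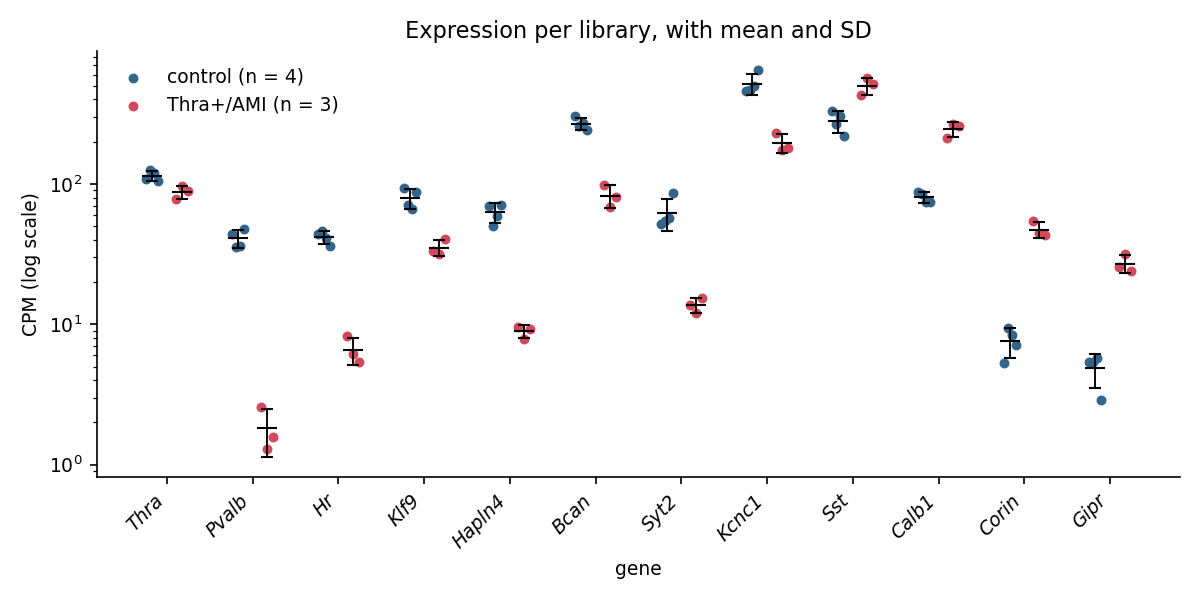
CPM (log scale) of 12 named genes in each library, with controls in blue (n = 4) and mutants in red (n = 3); horizontal bars give the mean and error bars the SD. Pvalb lies at 35.7 to 47.8 CPM in controls and 1.29 to 2.58 CPM in mutants, and the groups do not overlap in any of the 12 genes.

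A receptor that blocks the response to thyroid hormone raises the question of the genes that respond to the hormone. The thyroid hormone-responsive list had a median log2 fold change of -1.17 over 11 tested genes, 9 of them lower (camera, adjusted p 7.32e-06). The 7 called members were all lower. Hr had the largest fall (-2.66, SE 0.17, adjusted p 3.75e-06), from 41.7 ± 4.28 to 6.59 ± 1.46 CPM. The others were Flywch2 (-1.90), Shh (-1.55), Sema7a (-1.18), Klf9 (-1.17), Dbp (-1.17) and Luzp1 (-0.57). Shh rested on 4 to 29 reads per library, and 86.03% of its span is shared with other genes. Shh was no longer called with the glutamatergic covariate (-1.52, adjusted p 0.0793) or without control 4 and mutant 6 (-1.77, adjusted p 0.0684), nor without control 1, control 3 or any 1 of the 3 mutants, at log2 fold changes from -1.79 to -1.22 and adjusted p-values up to 0.174. Luzp1 was no longer called without control 2, control 3 or any 1 of the 3 mutants, at log2 fold changes from -0.59 to -0.54 and adjusted p-values up to 0.0962. Nrgn (-0.58), Aldh1a1 (-0.59), Itih3 (0.09) and Stard4 (0.60) were not called.

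Of the 61 tested genes of the 7 lists, 24 were called over all tested genes and 31 when adjusted over these 61 genes alone. The perineuronal net list, genes of the matrix around parvalbumin neurons, had a median log2 fold change of -0.28 (8 genes, 5 lower, camera adjusted p 0.0285). The called genes were Hapln4, which fell from 62.6 ± 9.94 to 8.94 ± 0.92 CPM (-2.80, SE 0.16, adjusted p 1.87e-06), and Bcan, which fell from 269.2 ± 25.7 to 82.6 ± 15.2 CPM (-1.70, SE 0.15, adjusted p 3.17e-05). The other 6 genes were not called, but Vcan (0.47) and Hapln1 (-0.46) passed when adjusted over the 61 genes alone. Without control 4 the list no longer passed (adjusted p 0.134, median -0.26), nor did it without mutant 8 (adjusted p 0.0722, median -0.25).

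Markers of the other GABAergic classes were tested in the same libraries. The somatostatin marker list had a median log2 fold change of 0.44 (8 genes, 7 higher, camera adjusted p 0.0147). Calb1 (1.62), Crhbp (1.03) and Sst (0.84) were called higher and Hpse lower (-1.09). Sst went from 280.8 ± 49.4 to 502.4 ± 68.5 CPM and Calb1 from 80.1 ± 7.19 to 246.4 ± 30.5 CPM. CPM are relative to the library total, so a changed mix of sorted classes could also raise these markers, which was not tested. Without mutant 7 the list had a median of 0.39 and an adjusted p of 0.0572. The VIP marker list (median 0.20, 7 genes, adjusted p 0.334), the LAMP5 marker list (median 0.09, 9 genes, adjusted p 0.625) and the general GABAergic list (median 0.16, 7 genes, adjusted p 0.382) did not differ by this test. Without single libraries these medians ran from 0.04 to 0.33, from -0.01 to 0.12 and from 0.06 to 0.22, and none passed. Called members went both ways in the VIP list, where Tac2 (1.05) and Npas1 (0.65) were higher and Chat (-1.64) lower, and in the LAMP5 list, where Sv2c (0.43) was higher and Cplx3 (-1.39) lower. Single libraries decided some of these calls. Sst was no longer called without mutant 7 (0.75, adjusted p 0.0551), and Cplx3 without mutant 8 (-1.29, adjusted p 0.0548). Chat was no longer called without control 2, control 3, mutant 6 or mutant 8, at log2 fold changes from -1.78 to -1.17, and Sv2c without control 2, control 3 or any 1 of the 3 mutants, at 0.37 to 0.48. With the glutamatergic covariate Chat (-1.61) and Sv2c (0.44) were not called either, nor was Chat without control 4 and mutant 6 (-0.94, adjusted p 0.12). Under fry the thyroid hormone-responsive, parvalbumin, perineuronal net, somatostatin and VIP lists passed, with adjusted p-values of 0.00029, 3.81e-05, 0.00116, 0.00686 and 0.0283. With a correlation estimated from the data 0 of the 7 lists passed, and 2 had an unadjusted p under 0.05. The adjusted p-values were 0.056 for the thyroid hormone-responsive, 0.0905 for the parvalbumin, and 0.127 for both the perineuronal net and the somatostatin list.

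**Figure D4:**
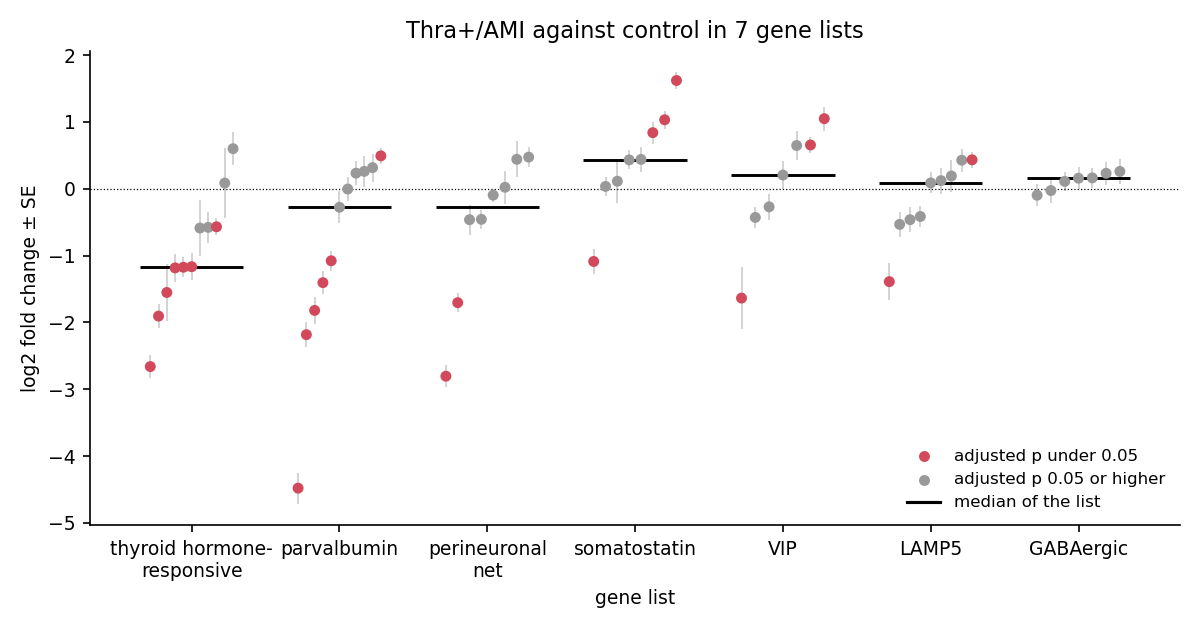
Log2 fold change of mutant over control (± SE) of each tested gene in the 7 lists, sorted within each list, with called genes in red and others in grey; the black bar is the median of the list. The thyroid hormone-responsive list has its median at -1.17 and the general GABAergic list at 0.16, with no called gene in the latter.

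The lists for other cells and states were examined for a difference between the groups that does not come from the sorted class. In edgeR's test 3 of the 48 tested markers of glutamatergic neurons, oligodendrocytes, astrocytes, microglia, endothelial cells and striatal projection neurons were called, Mog (0.93), Rgs9 (0.81) and Slc4a4 (-0.54), all named after their values were seen. Medians were -0.14 for glutamatergic neurons (adjusted p 0.466), 0.09 for oligodendrocytes (0.466), -0.33 for astrocytes (0.174), 0.04 for microglia (0.466), -0.53 for endothelial cells (0.153), 0.02 for striatal projection neurons (0.466) and -0.09 for sex-linked genes (0.775). The endothelial median came from 8 of 8 genes lower. Immediate early genes were higher in mutants, with a median of 0.52 and 7 of 7 genes higher (adjusted p 0.0106). The list also passed under fry (adjusted p 0.00405) and not with an estimated correlation (adjusted p 0.171). Reads of 4 Y-linked genes numbered 5094 to 6644 in 5 libraries, 4 in control 4 and 3 in mutant 8, so each group held 1 library without them.

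The libraries also differed in a way the groups did not. Over the 16448 tested genes, the log2 ratio of control 1 to control 4 fell with the genomic length of genes (Spearman's rho -0.60 across genes, which are not independent replicates). Its median was 0.47 for genes under 10 kb and -0.73 for genes over 100 kb. The corresponding rho was 0.18 for control 2 against control 3 and 0.08 for the log2 fold change of mutant over control. It was -0.50 to -0.37 for the other pairs of controls, which hold control 1 or control 4, and 0.03 to 0.18 between mutants.

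**Figure D5:**
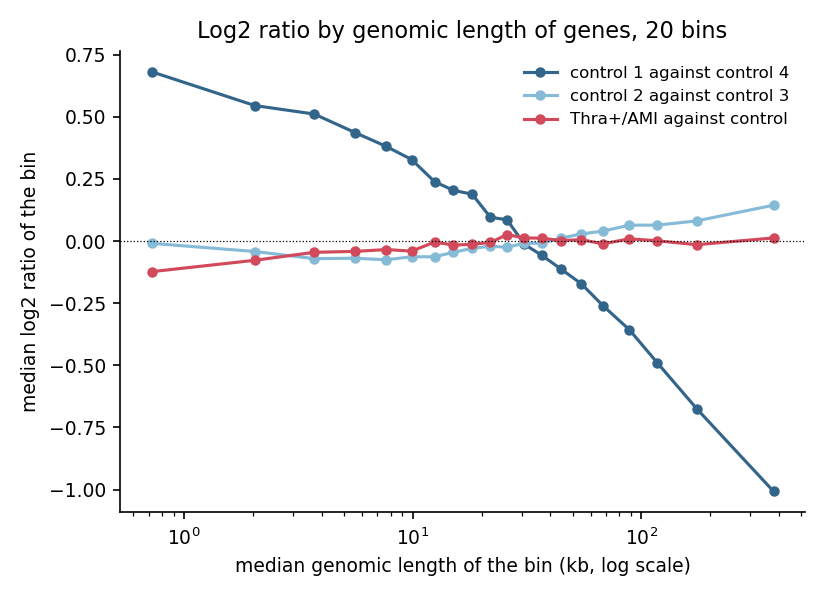
Median log2 ratio in 20 bins of tested genes by genomic length (kb, log scale) for control 1 against control 4, control 2 against control 3, and the fitted log2 fold change of mutant over control. The ratio of control 1 to control 4 falls from 0.68 in the bin of the shortest genes to -1.01 in the bin of the longest, while the ratio of mutants to controls runs from -0.12 to 0.01 between the same bins.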

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

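The tests of explanations in this part, on genomic length, sex, cytoplasmic RNA and the Y chromosome, were chosen after the values had been seen. A single library far from the others was looked for in the 4 controls only, since 3 mutants are too few. Of 56 values examined, 7 had a library whose gap to the nearest other control, divided by the range of the controls, exceeded Dixon's critical value for 4 samples. Chance flags about 1 in 20, or 2.8 of 56.

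Control 4 stood apart in 5 values. The mean log2 CPM of the sex-linked list was -2.17 in control 4 and 6.54 to 6.76 in the other controls. The 4 Y-linked genes together had 4 counts in control 4, against 5482 to 6644 in the other controls, which is what an animal without a Y chromosome would give. The other mark of such an animal, Xist, was listed at 0 in every library and cannot be used. Mutant 8 had 3 such counts, so each group held 1 library without Y-linked reads.

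The other values of control 4 were single genes. Syt2 was at 85.7 CPM in control 4 and at 52.0 to 56.9 in the other controls, and Hpse at 33.1 CPM against 21.5 to 21.7. Dbp was at 16.8 CPM against 26.2 to 28.1, and Gipr at 2.90 CPM against 5.37 to 5.79. Control 4 also had more counts in long genes than the other controls. With an offset from genomic length, 1 of the 4 genes, Hpse, still stood apart, with a gap over range of 0.848. The log2 gap to the nearest other control shrank from 0.591 to 0.223 for Syt2, from 0.606 to 0.461 for Hpse, from 0.639 to 0.365 for Dbp and from 0.851 to 0.618 for Gipr. The trend with genomic length may therefore contribute to these values, but part of each gap stayed and a single library leaves the rest open. For the sex of the animals, mutant 8, the other library without Y-linked reads, lay beyond mutants 6 and 7 in the direction of control 4 for 2 of the 4 genes, Syt2 and Gipr. With 1 such library in each group, sex and the single animal cannot be told apart. In each of the 4 genes the groups did not overlap, and each kept its call without control 4.

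Control 1 stood apart in 2 values. The mitochondrial share of counts was 0.0048% in control 1, which is 570 reads, and 0.0027% to 0.0029% in the other controls. If cytoplasmic RNA had been carried along with these nuclei, mRNAs abundant in cytoplasm would be raised too. In control 1 the 105 tested genes of ribosomal proteins and NADH dehydrogenase subunits exceeded genes of the same genomic length by a median log2 value of 0.0572. Of 10000 random gene sets matched on length, a share of 0.141 reached this value, and the excess was 0.04 in control 2, 0.06 in control 3 and -0.16 in control 4. Before matching on length the median ratio was 0.38. Because cytoplasmic mRNA and short genes overlap as classes, cytoplasmic RNA and a preference for short genes cannot be told apart here.

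The mean log2 CPM of the immediate early genes was 4.00 in control 1 and 4.18 to 4.21 in the other controls. The genes of this list are short, with a median span of 4.2 kb, and control 1 had more counts in short genes, so the trend with genomic length would raise the list there. The trend thus points the wrong way for a low value. With an offset from genomic length the log2 gap of control 1 to the nearest other control grew from 0.176 to 0.357. That growth follows from the direction of the trend and is no separate test. The design names no biological difference between controls, and none was tested besides sex.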

How the results depend on the processing

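Taking all 8 tables as 8 libraries, the Y-linked covariate and both offsets from gene properties were alternatives added after the data were seen. The others were planned. No paired analysis was possible because the groups share no replicate number. The Xist covariate was not run, since Xist was listed at 0 in all libraries, and removing the table of another layout gives the 7 libraries already used.

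The count of 1549 called genes rose over 1.5 times to 3147 with limma-voom and quality weights, 3427 with 1 surrogate variable, 2709 with the genomic length offset and 2530 with 8 tables as 8 libraries, and fell to 641 with an absolute log2 fold change over 1. The first 2 sets contained all 1549 genes, the genomic length set 1548, and the set from 8 libraries 1537. In simulated data with 16085 genes, 1 surrogate variable gave 12 false calls, as did edgeR alone, beside 143 and 160 true ones. The simulated data held no hidden factor, so this cannot show whether the calls added in the real data are false. Counting 1 library as 2 understates the spread among mutants by construction, and a threshold on size removes genes by construction. For the other alternatives the cause was not tested. The count stayed within 1.5 times with DESeq2 (1989), RLE (1551), upper-quartile scaling (1547), no filter (1702), a mean of at least 50 counts (1309), non-robust dispersion (1543), the glutamatergic covariate (1100), the Y-linked covariate (1723), the GC and exonic length offset (1799), an adjusted p under 0.1 (2193) and the removal of control 4 with mutant 6 (1515). The share of lower genes ran from 47.1% to 53.3%.

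Across the 7 fits that each left out 1 library, the count ran from 734 to 2347. Without mutant 7, 718 of the 1549 genes were still called, without mutant 6 it was 748 and without mutant 8 it was 803, and fewer mutants give less power by construction. Without control 3, 999 genes were still called. Without control 4 the count was 2347 and 1519 genes were still called, and without control 1 it was 2038. Among called genes 0 changed sign in these fits.

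Thra, not called at -0.39, passed the threshold at -0.39 with DESeq2, -0.43 with limma-voom and quality weights, -0.38 with 1 surrogate variable, -0.36 with 8 tables as 8 libraries and -0.41 with the genomic length offset. It ran from -0.46 to -0.31 across the fits that each left out 1 library, and passed without control 1 and without control 4. Pvalb kept its call throughout, from -4.75 to -4.40 over the alternatives and from -4.83 to -4.29 without single libraries.

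With camera and an estimated correlation, the thyroid hormone-responsive (-1.17), parvalbumin (-0.28), perineuronal net (-0.28) and somatostatin (0.44) lists no longer passed. This method was the strictest on simulated data, where 0.6% of random lists had an unadjusted p under 0.05. Genes were simulated independently of each other, so this does not show how strict the method is for genes that vary together. The perineuronal net list also did not pass without control 4 and mutant 6 (-0.24), with 1 surrogate variable (-0.27), without control 4 (-0.26) and without mutant 8 (-0.25), and ran from -0.30 to -0.23 without single libraries. The parvalbumin list ran from -0.36 to -0.14 over the alternatives and from -0.44 to -0.10 without single libraries, and passed in all of the latter. The somatostatin list ran from 0.33 to 0.55 without single libraries and did not pass without mutant 7. The VIP list (0.20) passed with fry and ran from 0.03 to 0.44 over the alternatives and from 0.04 to 0.33 without single libraries. The general GABAergic list ran from 0.06 to 0.22 without single libraries. The cause was not tested. Other list results kept their side of the threshold. The median of the LAMP5 list, never past the threshold, ran from -0.15 to 0.11 and so has no stable sign.

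Group separation ranked first among all splits in each alternative in which it was computed, which leaves out the other models and the covariates. Without single libraries, or without control 4 and mutant 6, the design has 10 or 15 splits and cannot give p under 0.05. For the 32 other named genes, 639 of 670 values under alternatives kept direction and call, and 31 in 7 genes (Luzp1, Shh, Sst, Chat, Lgi2, Cplx3 and Sv2c) lost the call with the direction kept. These values come from 21 alternatives, without the adjusted p under 0.1 and the absolute log2 fold change over 1. The latter removes genes of smaller change by construction, such as Npas1 (0.65). Depth limits Shh, with 4 to 29 reads per library, and counts of genes that overlap others are uncertain.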

Other observations

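The tests of the identical tables, parvalbumin nuclei, the spread between controls 1 and 4, overlapping genes and the immediate early genes were chosen after the values had been seen. The other tests, Fisher's test of calls within 5 Mb of Thra among them, were set beforehand, apart from thinning, the removal of abundant genes, the Y-linked covariate in place of Xist, the form of the 2 offsets, the inclusion of striatal markers, the count of calls away from Thra, and the separate look at genes near Thra with its test of larger changes. The number of parvalbumin markers that were level or higher replaced their median as the value of that test after both were seen.

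The called genes were set against technical explanations. Of the 35 splits of the 7 libraries into 4 and 3, 1 gave as many called genes, the real one. The next highest count was 69, for controls 1, 2 and 3 against the rest, and 33 of the other splits gave 0 calls, with up to 2646 genes at an unadjusted p under 0.05. An exchange of control 4 and mutant 6 would place each nearer to the other group, but mutant 6 lay 26.0 and control 4 lay 11.9 closer to its own group in mean distance. With the Y-linked covariate 1513 of the 1549 genes were still called. Among 48 markers of 6 other cell classes 3 were called (Mog and Rgs9 higher, Slc4a4 lower), and with the glutamatergic covariate 1083 of the 1549 genes were still called. Slc17a7 stood at 72.2 CPM in controls and 67.2 CPM in mutants, and Camk2a at 269.3 and 216.7 CPM, and neither gene was called. Of the 50 markers in these lists 48 passed the count filter in the sorted nuclei, and whether their reads come from the sorted class or from other nuclei was not tested. Totals and the shares of the 10 most abundant genes overlapped between the groups. After thinning every library to 10747169 counts 1446 of the 1549 genes were still called, and without the 10 most abundant genes 1547 were. With the offset from GC content and exonic length 1519 were still called, and with the offset from genomic length 1548. Of the called genes 1522 lay farther than 5 Mb from Thra or on other chromosomes. None of these explanations accounts for the set as a whole. The labels give no batch, so a batch that follows the genotype was not examined, and none of these tests could separate it. An effect of the mutation on these nuclei, direct or through a changed mix of cell types, remains as a hypothesis, found and tested on the same data.

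Genes near Thra deserve a separate look, because DNA around an engineered allele can come from another mouse strain than the rest of the genome. Within 5 Mb of Thra 27 of 201 tested genes were called (13.4%), against 1522 of 16246 elsewhere (9.37%; Fisher's exact test, two-sided, odds ratio 1.501, p = 0.0668). Among calls with an absolute log2 fold change over 2 there were 3 near Thra and 116 elsewhere (Fisher's exact test, p = 0.178). The gene with the largest fall, A830036E02Rik, lies 648 kb from Thra and its neighbour Krt20 fell too (log2 fold change -4.21), a gene looked at after its value was seen. Nearer to Thra, the called genes Med24 (log2 fold change 0.488), Casc3 (0.609), Rapgefl1 (0.398) and Rara (0.927) were higher. The next called genes outward, Krt222 (-0.427) and Stac2 (-1.292), were lower. All of these were also looked at after their values were seen. For the 27 genes, flanking DNA and an effect of the receptor cannot be told apart. Mutants and controls differ in the receptor and may differ in flanking DNA, which was not measured, and too few genes lie in the window.

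A fall in Pvalb could come from fewer parvalbumin nuclei in the sort. Of the other 10 tested markers in the list, 6 were level or higher in mutants, meaning a log2 fold change plus 2 SE at or above 0. Among these, Pthlh (-0.28) and Tac1 (-0.0044) were below 0 by sign, and Lgi2 was higher with a call that several fits removed. The remaining 4 were called lower by log2 values of -2.18 to -1.08, while Pvalb changed by -4.48. The median of the other 10 was -0.14. Loss of these nuclei as the whole cause would lower together only the markers that no other nuclei express. Several of the level markers, such as Erbb4 at 3309 CPM in controls, may also be expressed by other neurons, which would dilute a fall. The unequal falls therefore cannot decide the question, and loss of these nuclei, partial or complete, stays open. Lower expression of part of the markers per nucleus is another hypothesis, and single nuclei were not analysed here.

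The tables of mutants 7 and 10 were identical in 21975 of 21975 genes with a count and a symbol of their own. Other pairs of libraries had 804 to 1081 identical genes. The values are those of 1 library deposited in 2 layouts. Which animal they come from, 7 or 10, is not known. Counts of the other animal, if it was sequenced separately, were not analysed here. Taken as 8 libraries the data gave 2530 calls in place of 1549.

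Controls 1 and 4 were the most distant pair of controls. The log2 ratio of control 1 to control 4 had a Spearman's rho of -0.600 with genomic length across genes, against 0.18 for control 2 against control 3. Control 1 against controls 2 and 3 gave -0.50 and -0.45, and controls 2 and 3 against control 4 gave -0.37 and -0.46. Pairs of mutants gave 0.03 to 0.18. How reads were counted is not stated in the labels. Of the protein-coding genes that lie wholly inside other genes and share no exon, 684 of 684 were at 0. This argues against counting over exons alone. With nuclear RNA counted over whole genes, long genes would gather reads from introns. A different share of unspliced RNA may then be behind this trend, which was not tested. The trend hardly touched the contrast of the genotypes (rho 0.08). Removing it with an offset raised the calls from 1549 to 2709.

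Xist was listed at 0 in all libraries, although 2 libraries lacked Y-linked reads. Its span lies wholly within that of other genes. All protein-coding genes whose whole span lies inside other genes, 1351 of 1351 (100%), were at 0 in all libraries, against 24.7% of 11728 protein-coding genes without overlap. The same held for 684 of 684 such genes that share no exon and for 452 of 452 whose overlapping genes are all on the opposite strand. An overlap of exons was considered first and covered only 12.6% of the exons of Xist. Reads in the span of 2 overlapping genes left uncounted, without regard to strand, is a candidate explanation. Gfap, Dlx1, Dlx6, Cox6a2, P2ry12 and Crispld2 are at 0 in the same way, so a 0 in these tables is no evidence that a nested gene is silent.

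Immediate early genes, which respond within minutes to neuronal activity, were higher in mutants: 7 of 7 tested genes, a median log2 fold change of 0.52, and calls for Npas4 (1.11), Fos (0.83) and Nr4a1 (0.58), named after their values were seen. A low value of control 1 as the cause was tested by leaving it out, and the list still passed (camera, adjusted p 0.00981, median 0.48). Over the 21 alternatives and fits without single libraries the median ran from 0.42 to 0.63, and 20 passed. The exception was the removal of control 4 with mutant 6 (adjusted p 0.0811), and with an estimated correlation the list did not pass either (0.171). Activity in the animal, handling before freezing and a direct effect of the receptor were not tested.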
